# AGO104 is a RdDM effector of paramutation at the maize *b1* locus

**DOI:** 10.1371/journal.pone.0273695

**Published:** 2022-08-30

**Authors:** Juliette Aubert, Fanny Bellegarde, Omar Oltehua-Lopez, Olivier Leblanc, Mario A. Arteaga-Vazquez, Robert A. Martienssen, Daniel Grimanelli

## Abstract

Although paramutation has been well-studied at a few hallmark loci involved in anthocyanin biosynthesis in maize, the cellular and molecular mechanisms underlying the phenomenon remain largely unknown. Previously described actors of paramutation encode components of the RNA-directed DNA-methylation (RdDM) pathway that participate in the biogenesis of 24-nucleotide small interfering RNAs (24-nt siRNAs) and long non-coding RNAs. In this study, we uncover an ARGONAUTE (AGO) protein as an effector of the RdDM pathway that is in charge of guiding 24-nt siRNAs to their DNA target to create *de novo* DNA methylation. We combined immunoprecipitation, small RNA sequencing and reverse genetics to, first, validate AGO104 as a member of the RdDM effector complex and, then, investigate its role in paramutation. We found that AGO104 binds 24-nt siRNAs involved in RdDM, including those required for paramutation at the *b1* locus. We also show that the *ago104-5* mutation causes a partial reversion of the paramutation phenotype at the *b1* locus, revealed by intermediate pigmentation levels in stem tissues. Therefore, our results place AGO104 as a new member of the RdDM effector complex that plays a role in paramutation at the *b1* locus in maize.

## Introduction

Paramutation is defined as the meiotically and mitotically heritable change in expression resulting from the interaction between specific alleles [1–5]. This phenomenon has been observed at four loci in maize, all encoding a transcription factor mediating flavonoid biosynthesis: *red1* (*r1*), *plant color1* (*pl1)*, *pericarp color1* (*p1*) and *booster1* (*b1*). Paramutation at *b1* is one of the best characterized systems [6–8]. It involves the highly transcribed *BOOSTER-INTENSE* (*B-I*) allele causing dark pigmentation in most tissues and the *BOOSTER’* (*B’*) allele which lower expression results in light pigmentation. When *B-I* and *B’* are combined, *B’* induces the meiotically stable *trans*-silencing of *B-I* and this conversion is permanent. In addition, *B-I* converted alleles acquire *B’* paramutagenic capacity and therefore can trigger secondary paramutation events in the next generation. *B’* and *B-I* are genetically identical and are hence refered to as epialleles. High transcription and full paramutagenicity (*trans*-silencing) at the *B-I* epiallele require the presence of at least five tandem repeats of a 853-bp sequence (*b1TR)* located ~100 kb upstream of the transcription starting site [6, 7]. The *b1TRs* produce 24-nucleotide (nt) small interfering RNAs (siRNAs) through the RNA-directed DNA Methylation (RdDM) pathway [8]. Previous studies demonstrated that paramutation has an establishment phase in developing embryos, but the irreversible change from *B-I* to *B’* likely occurs during the vegetative phase, owing to increasing methylation in *b1TRs* up to levels found in *B’* [9–11]. There is evidence that the RdDM pathway is critical for both establishment and maintenance of paramutation in maize [1, 12–17].

The RdDM pathway deploys two main functions, the biogenesis of 24-nt siRNAs and the use of these siRNAs for guiding sequence-specific DNA methylation and transcriptional repression (Fig 1A). In the first step, RNA POLYMERASE IV (POL IV) transcripts are immediately converted into double-stranded RNAs (dsRNAs) by MEDIATOR OF PARAMUTATION1 (MOP1), the homolog of RNA-DEPENDENT RNA POLYMERASE2 (RDR2) in *Arabidopsis thaliana*. DICER-LIKE3a (DCL3a) then slices these dsRNAs into 24-nt siRNAs [18, 19] which are necessary to the effector complex to induce DNA methylation at either CG, CHG or CHH sites (where H = A, T, or C) (Fig 1A). Few members of the effector complex were identified in maize, although they were extensively described in *A*. *thaliana* (reviewed in [20–23]). In *A*. *thaliana*, it initiates with *At*AGO4/6/9 [24, 25], that load and guide siRNAs to long non-coding scaffold transcripts generated by POL V [22, 26, 27]. This AGO-siRNA complex then recruits DOMAINS REARRANGED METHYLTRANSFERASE1 (DRM1) and DRM2 at specific target loci to mediate DNA methylation [20, 22, 23] (Fig 1A).

**Fig 1:**
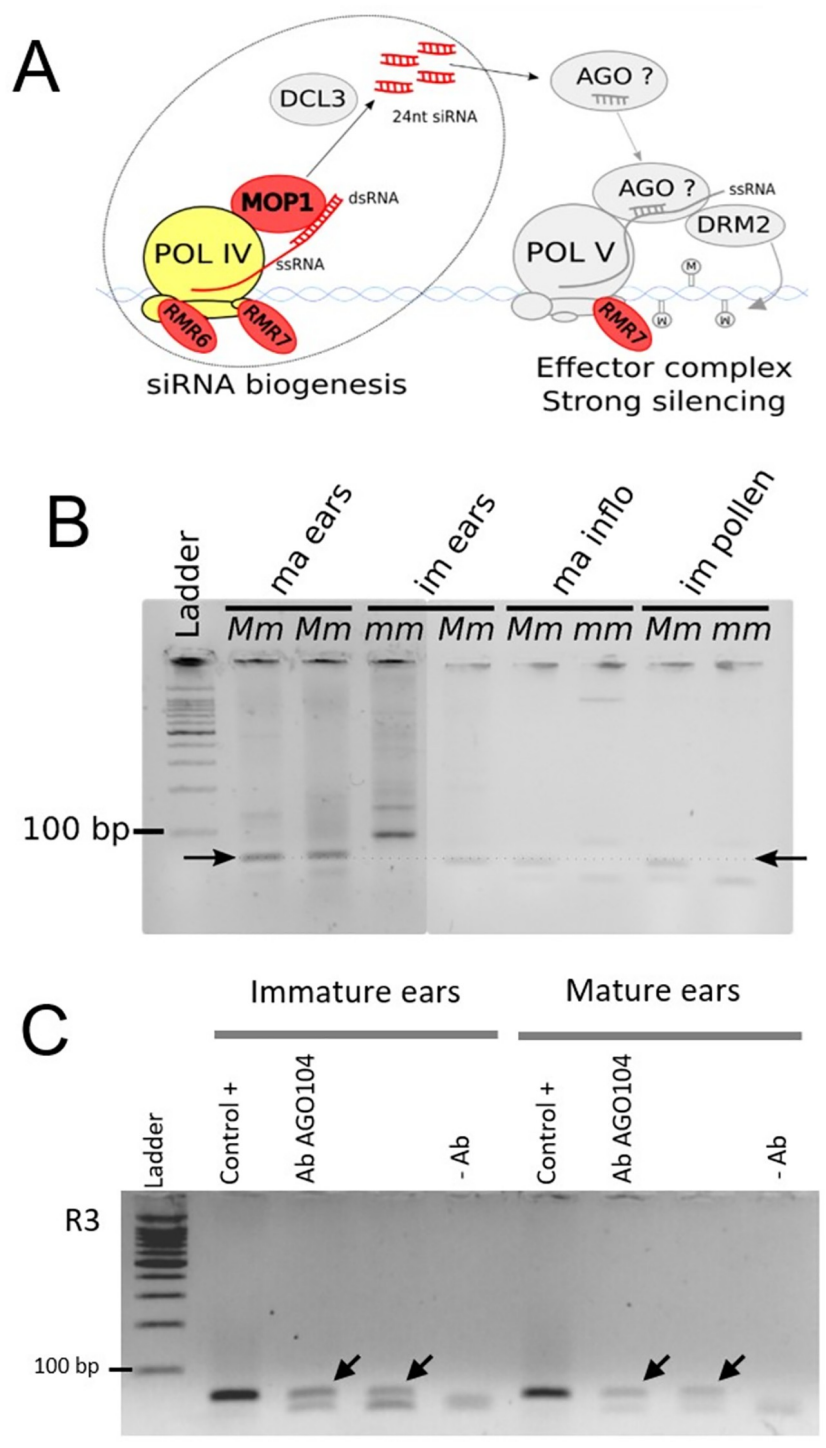
*b1TR* siRNAs and AGO104 interact in reproductive tissues. **A)** Identified (colored) and putative as based on homology with *A*. *thaliana* proteins (grey) RdDM members involved in small interfering RNAs biogenesis (left) and *de novo* DNA methylation (right) in maize. RdDM proteins involved in paramutation are shown in red. **B)** Stem-loop PCR for RdDM-dependent R3 siRNAs in immature (im) and mature (ma) reproductive tissues of *Mm* and *mm B’* plants. Arrows indicate the 67-bp expected band generated by R3. Ladder: Promega 100bp DNA Ladder Molecular Weight Marker. **C)** Stem-loop PCR of siRNAs extracted from IPs of AGO104 performed in tissues of *B’ Mop1/Mop1* plants. Control + are small RNAs extracted directly from reproductive tissues. AbAGO104 are small RNAs extracted from the IPs of AGO104. -Ab correspond to the mock immunoprecipitation samples (without Ab). Arrows indicate the 67-bp expected bands. Ladder: Promega 100bp DNA Ladder Molecular Weight Marker.

To date, RdDM members found to affect paramutation in maize include MOP1 [12, 28] and two REQUIRED TO MAINTAIN REPRESSION (RMR) proteins, RMR6/MOP3 that encodes the largest subunit of POL IV [13, 29, 30] and RMR7/MOP2 that encodes a subunit shared between POL IV and POL V [16, 31]. Both MOP1 and RMR6/MOP3, that act upstream dsRNAs biogenesis, are essential to maintain paramutation states at *b1*, as illustrated by the dark purple phenotypes resulting from the *mop1* and *mop3* recessive mutations [28]. The role of RMR7/MOP2 in paramutation remains unclear as the properties of *mop2* alleles vary, i. e. recessive for restoring *b1* repeats expression and dominant for disrupting paramutation, and the requirement of MOP2 for guiding DNA methylation remains speculative [30]. Therefore, no specific actor of the RdDM effector complex (later called effectors) has been identified yet in maize (Fig 1A).

*At*AGO4 regulates gene silencing through RdDM in *A*. *thaliana* [32, 33], and we first considered its two closest homologs in maize, *Zm*AGO105 and *Zm*AGO119 for our study. However, possible complementation resulting from high sequence similarity between the two maize sequences [34] renders arduous their functional characterization. On the other hand, *At*AGO9 is a close paralog of *At*AGO4, although they load different siRNAs [32]. *At*AGO9 also plays a crucial role in RdDM in *A*. *thaliana* whereby its expression in reproductive tissues is of particular interest for the establishment of paramutation. *Zm*AGO104 has been well characterised and was proposed as a putative homolog of *At*AGO9 in maize (hereafter referred to as AGO104) [34]. The goal of this work was to determine whether AGO104 is an effector of the RdDM complex and whether it is involved in paramutation. Using small RNA-immunoprecipitation of AGO104 combined with next-generation sequencing, we show that AGO104 binds RdDM-associated 24-nt siRNAs and that *b1TRs* of the *b1* enhancer region are among the RdDM target loci. Finally, we designed a reverse genetics approach using *mop1-1;ago104-5* stocks to validate functionally the role of AGO104 in paramutation. Taken together, this data indicate that AGO104 is a member of the RdDM effector complex in maize and that it participates in paramutation at the *b1* locus. This research provides a deeper understanding of the molecular mechanisms underlying paramutation as well as new insights into the role of RdDM in maize.

## Results

### AGO104 binds RdDM-associated siRNAs in reproductive tissues

To determine if AGO104 binds RdDM-associated siRNAs, we selected *B’ mop1-1/mop1-1* mutants (*mm*) that was introduced in the *B’* genetic background, and disrupts the RdDM pathway by decreasing the amounts of 24-nt siRNAs while it remains fully operational in heterozygous (*Mm*) plants [28, 35].

To validate our hypothesis that AGO104 is a functional homolog of *At*AGO9, we first extracted total small RNAs from immature (at sporogenesis) and mature (at gametogenesis) ears, and mature pollen from both *Mm* and *mm* plants (*B’*) and investigated by stem-loop PCR the expression of 24-nt siRNAs previously identified as “RDR2-sensitive” [35, 36]. The detection of one of these siRNAs, R3, in ears and pollen of *Mm* plants (*B’*), but not in *mm (B’)* reproductive tissues (Fig 1B) confirmed that R3 siRNAs biogenesis is RdDM-dependent. Previously published immunolocalization using a specific antibody directed against AGO104 showed that AGO104 is present in mature and immature ears [34], suggesting a possible co-expression of AGO104 and R3. This led us to perform AGO104 RNA immunoprecipitation (RNA-IP) in reproductive tissues from *Mm (B’)* plants followed by sRNAs extraction and stem-loop PCR for R3 amplification. Using Singh et al., (2011) antibody for AGO104 immunoprecipitation, we amplified a clear band of the expected size, indicating that AGO104 binds R3 siRNAs in maize reproductive tissues (Fig 1C). This strongly suggests that AGO104 acts in RdDM, downstream of siRNA biogenesis (hence, downstream of MOP1).

Finally, we used Illumina sequencing of libraries prepared from the small RNAs previously extracted from AGO104 in immature ears of plants producing normal (B73 with the *b* allele and *Mm* with the *B’* epiallele) and reduced (*mm* with the *B’* epiallele) amounts of 24-nt siRNAs. 

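AGO104 was immunoprecipitated from ears of 3 genotypes, with 2 biological replicates each, and the small RNAs recovered with it were sequenced. B73 is an inbred line with the neutral b allele, Mm plants are heterozygous for the mop1-1 mutation, and mm plants are homozygous for it and produce fewer 24-nt siRNAs. The results text and the sample labels give immature ears, and the legend of Fig 2 gives mature ears. The labels also name AGO104 and AGO105 together as the antibody of every library, where the paper names AGO104 alone. For each library, the authors deposited the coverage along chromosome 2, which is the number of aligned reads over each stretch of constant depth, in whole numbers and not scaled to library size. Trimming and alignment are already included in these values, and the paper's scaling to TPM and CPM is not. Annotated tRNA genes beyond the b1 region best met the coverage when shifted by 7855 bp from their place in version 5 of the B73 genome, and those before it at a shift of -2 bp, so positions are given as the tables give them. Each rise in depth was taken as the start of an alignment and paired with the earliest open fall to give its length. An alignment that begins where another ends is not seen this way, and a read that the authors' alignment placed at several sites is counted at each of them. Lengths were also read from isolated stretches, which touch no other stretch and need no pairing. On simulated alignments laid at the starts of 2 libraries, paired lengths gave shares that were off by at most 2.57 percentage points, and 100% of the isolated stretches had the right length. The second result follows from the simulation, in which all copies of a start shared a length. It does not test whether isolated stretches stand for all alignments. Coverage was scaled to a sum of 1000000 units per library, called scaled units. With 2 libraries per genotype, a two-sided exact permutation test between 2 genotypes cannot give a p under 0.333, and one of the mm libraries against the other 4 cannot give a p under 0.0667.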

About two million cleaned reads were generated from each library and aligned onto the B73 reference genome. 

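On chromosome 2, the B73 libraries held 2781590 and 4431623 alignments, the Mm libraries 1555520 and 1417599, and the mm libraries 936656 and 1742053. These are alignments on a single chromosome, not cleaned reads of the whole genome. Summed coverage ranged from 16527940 in mm replicate 1 to 80390824 in B73 replicate 2. The mm alignments lay on fewer bases: 3782910 and 5966873 bases were covered at least once in the mm libraries, against 13887447 and 11562435 in the Mm libraries. The mean depth over covered bases was 4.37 and 5.16 in mm, and 2.08 and 2.27 in Mm.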

Mapped read (20–25 nt) counts were normalized using the transcripts per million (TPM) method. 

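Coverage was summed in 488 windows of 0.5 Mb along chromosome 2 and compared on the log2 scale, with a pseudocount of 1, by limma with a trend and Benjamini-Hochberg adjustment over the windows. Between mm and Mm, 279 of the 488 windows had an adjusted p under 0.05, of which 21 were higher and 258 lower in mm, and the median log2 change was -0.36. The split depends on the scaling: with scaling by the median ratio over windows, which centres the windows by construction, 103 windows were higher and 113 lower, and 134 of them were among the 279. Between mm and B73, 67 windows were higher and 211 lower in mm, and 112 and 124 with the median-ratio scaling. Between Mm and B73, 79 windows were higher and 25 lower in Mm, a sum of 104, which came to 40 with the median-ratio scaling, 14 higher and 26 lower, and to 12 and 11 when mm replicate 1 or 2 was left out of the fit. In 436 windows the mm and Mm libraries did not overlap, where chance gives a share of 0.333. The largest changes given here are those among windows with an adjusted p under 0.05 whose groups do not overlap. Within this limit, the largest fall from Mm to mm was in the window from 214000001 to 214500000, with a log2 change of -1.39 (standard error 0.0925, adjusted p = 0.000269). The next 4 falls ranged from -1.36 to -1.21. Within the same limit, the largest rise was in the window from 86500001 to 87000000, with a log2 change of 0.99 (standard error 0.288, adjusted p = 0.0208). The next 4 rises ranged from 0.87 to 0.92. Outside the limit, the window from 214500001 to 215000000 rose further. It held 10918.6 and 13934.4 scaled units in the Mm libraries, and 31681.7 and 31874.5 in the mm libraries. Against B73, the largest rise in mm was 3.03 on the log2 scale in the window from 214500001 to 215000000 (standard error 0.565, adjusted p = 0.00349), and the largest fall was -2.00 from 1000001 to 1500000 (standard error 0.663, adjusted p = 0.0339). In both windows the B73 libraries themselves stood apart, at 2145 and 7097 scaled units in the first and 14769 and 2547 in the other. The rise was 2.16 without B73 replicate 1 and 3.89 without B73 replicate 2, and the fall was -0.73 and -3.26. Between Mm and B73, the largest changes were 0.96 from 6000001 to 6500000 (standard error 0.192, adjusted p = 0.0209) and -1.87 from 138500001 to 139000000 (standard error 0.248, adjusted p = 0.00837). Across windows, which are not independent replicates, Pearson's r of the log2 coverage had a mean of 0.778 over the 12 pairs of libraries from different genotypes, from 0.582 to 0.916, and Spearman's rho a mean of 0.742. Between replicates, r was 0.787 in B73, 0.974 in Mm and 0.989 in mm. By summed coverage, B73 replicate 2 had a higher r with mm replicate 1, 0.856, than with B73 replicate 1. By covered bases this was not so: r was 0.980 between the B73 libraries and 0.782 between B73 replicate 2 and mm replicate 1. The 5 windows with the highest coverage in each library, 1% of all, held 11.0% ± 0.397 (SD, n = 2) of the coverage in mm, 5.19% ± 1.09 in Mm and 7.35% in B73 (8.62% and 6.08%). Both mm libraries were above each of the other 4 (two-sided exact permutation test, p = 0.0667).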

All genotypes displayed a similar chromosome-scale coverage (S1 Fig). Note that we used this method aiming at normalizing all backgrounds to similar expression levels to compare global chromosome coverage rather than differences in siRNAs expression. Read size distribution in plants producing reduced amounts of siRNAs (*mm; B’*) revealed that AGO104 can bind 21 and 22-nt small RNAs (Fig 2A) whereas in plants with regular abundance of siRNAs (B73; *b* and *Mm; B’*) it binds preferentially 24-nt siRNAs. This change is probably caused by a 24-nt siRNAs decreased abundance in *mm* plants (*B’*) rather than by a change of AGO104 specificity [35]. However, these results indicate that AGO104 binds 24-nt siRNAs in a non-mutant background, which strengthens our conclusion that AGO104 is likely an effector of RdDM.

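On chromosome 2, the isolated stretches were 16 to 21 bases long in all 6 libraries, apart from 0.142% to 0.478% of them that had 32 bases or more, enough for alignments that lie end to end. The tables do not say how an aligned length relates to a read length, and no aligned length is set equal to one of the paper's size classes here. Isolated stretches were chosen as the measure of length after the data had been examined. Stretches of 19 bases, weighted by depth, made up 39.7% ± 0.692 (SD, n = 2) in B73, 40.8% ± 0.0420 in Mm and 12.7% ± 2.41 in mm. Stretches of 17 bases made up 16.4% ± 0.562 in B73, 14.8% ± 0.175 in Mm and 33.4% ± 0.915 in mm. The share of 16 bases was also higher in mm, at 29.6% ± 1.95, than in B73, at 14.6% ± 0.792, and Mm, at 12.1% ± 0.498. At 18 bases the means were 22.6% in B73, 21.3% in Mm and 17.8% in mm. At 20 bases they were 6.08%, 10.1% and 4.73%, and at 21 bases 0.673%, 0.841% and 1.84%, in the same order. From Mm to mm, the share of 17 bases rose by 18.5 percentage points and that of 19 bases fell by 28.2. At both lengths the mm libraries lay on one side of the other 4, which gives the smallest p that the exact permutation test allows. The differences were smaller among all paired alignments of 16 to 21 bases, at 12.0 percentage points for 17 bases and -18.2 for 19 bases. At 18 and 21 bases the direction depended on this choice: mm minus Mm was -3.46 and 0.997 percentage points among isolated stretches, and 2.16 and -0.414 among paired alignments. At 20 bases it was -5.37 and -5.80. The paper concludes from its read sizes that AGO104 binds 24-nt siRNAs in a non-mutant background. It proposes that the change in mm follows from a lower abundance of 24-nt siRNAs and not from another specificity of AGO104.

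**Figure D1:**
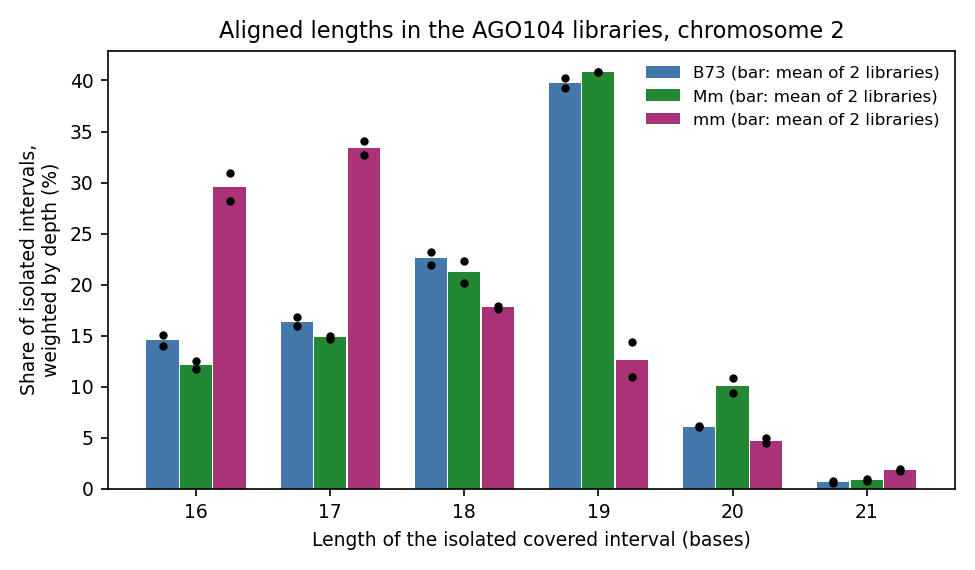
Share of isolated covered stretches on chromosome 2, in percent and weighted by depth, against their length in bases. Bars are the means of 2 libraries of B73, Mm and mm and points are the libraries; the tallest bar is at 19 bases in B73 and Mm and at 17 bases in mm.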

**Fig 2:**
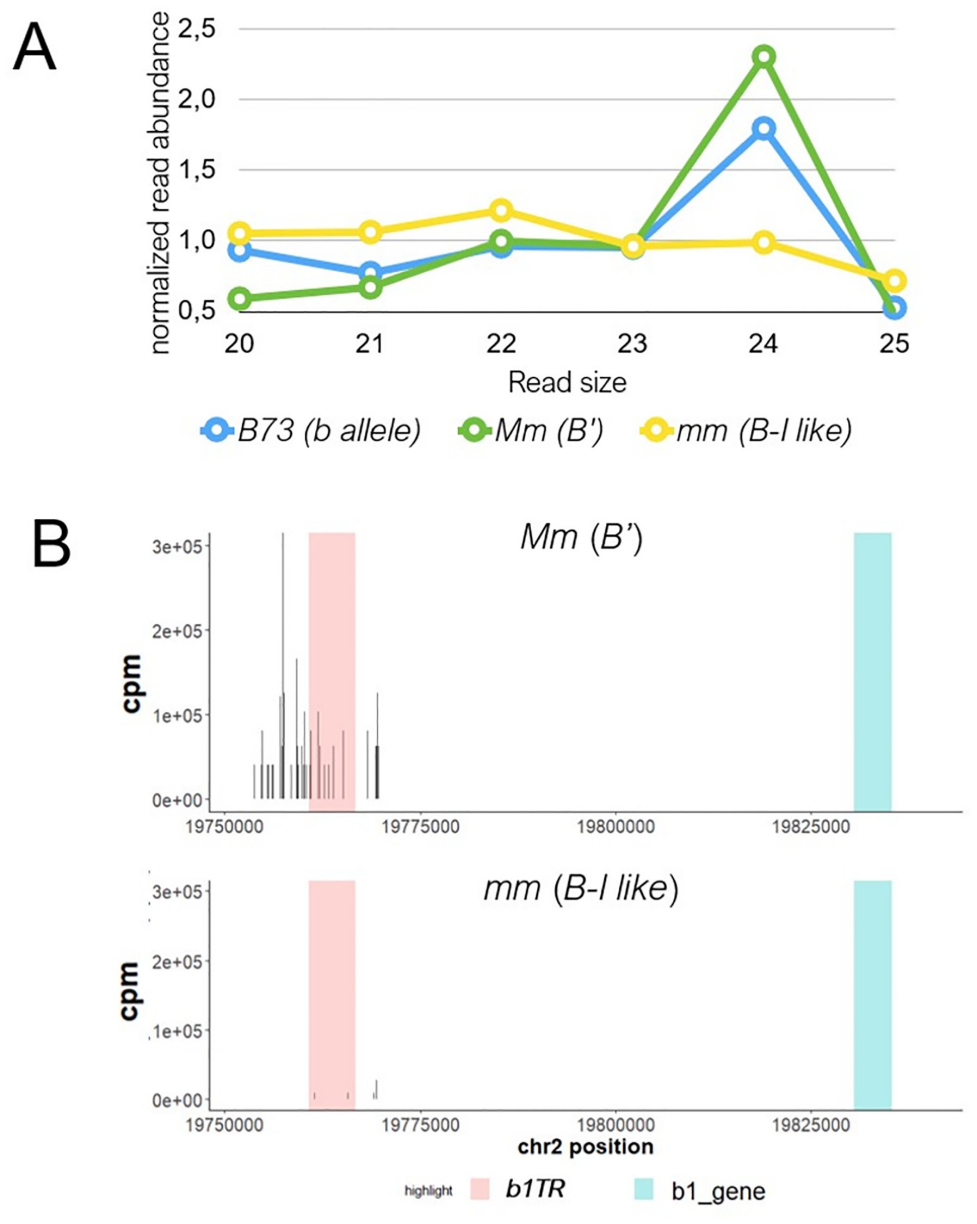
RNA-IP sequencing (RIP-seq) of AGO104-loaded small RNAs in mature ears of B73 (*b*), *Mm* (*B’*) and *mm* (*B-I like*) individuals. **A)** Size distribution of reads normalized to 1. **B)** Distribution of 24-nt reads within the 100-kb region that includes the *b1TR* (red box) and the *b1* gene (blue box). *x* axis shows the B73/*b1TR*s composite reference map used for aligning reads. Vertical black bars indicate normalized read counts (CPM: Counts Per Million).

### AGO104 binds 24-nt siRNAs generated from b1TR sequences

As an effector of RdDM acting in reproductive tissues of maize, we wanted to determine whether AGO104 is a factor contributing to paramutation. It is worth noting that the *mop1-1* genetic stocks used in this research contain the *B’* epiallele (ie, its enhancer region harboring seven *b1TR* sequences). The *b1* repressed state of *B’* epiallele is impaired in *mm* plants, which causes a dark purple pigmentation, similar to that of plants carrying the *B-I* epiallele. However, the *mop1-1* mutation is recessive and the *B’* repressed state as well as light pigmentation are restored in progeny derived from crosses between *mm* and WT MOP1 plants [28]. In other words, *Mm* and MOP1 plants display the same lightly pigmented phenotype. Therefore, *B’* epialleles transmitted by *mm* plants are referred to as *B-I like* hereafter.

As a first step, we verified that AGO104 has the capacity to load 24-nt siRNAs associated with paramutation. To achieve this, we used the 20–25 nt normalized reads from the above *Mm (B’)* and *mm (B-I like)* libraries and mapped them onto a composite segment assembled using the 100-kb region of the B73 reference genome centered on the *b1* enhancer region which we replaced by the *b1TR* repeats found in the *B’* genetic background (GenBank accession AF483657) [6]. 

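The 7 b1TR repeats were located in the coverage tables by their period, after the data had been examined. The unit of 853 bp and the number of 7 were taken from the paper and not found from the coverage. A stretch of that size, 5971 bp, was moved along the window from 19500001 to 20000000 of chromosome 2. The coverage of the 6 libraries together repeated itself best from 19760821 to 19766791. The mean correlation between the units was 0.633, and no other place in the window exceeded 0.140. With units of 500 to 1200 bp laid from the same start, the correlation was highest at 852 bp, at 0.656. The number of repeats and the ends of the stretch were not tested. The window as a whole held 3694 ± 1462 scaled units (SD, n = 2) in B73, 3494 ± 432 in Mm and 4227 ± 327 in mm. The log2 change from Mm to mm was 0.28 (standard error 0.286, adjusted p = 0.429 from limma). The ratio of mm over Mm was 1.21 by summed coverage and 0.927 by covered bases per 1000000 covered bases of the library. It was 1.10 in the 0.1 Mb window that holds the repeats and 0.873 in the next one, which holds the b1 gene.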

The *b1* enhancer region in B73 was identified using sequence homology with the *b1TR* repeats. Interestingly, 24-nt small RNAs extracted from AGO104 in the *mm* mutant (*B-I like*, reduced amounts of 24-nt siRNAs) failed to map to the *b1TRs*. However, 24-nt small RNAs extracted from AGO104 in *Mm* plants (B’, producing normal amounts of 24-nt siRNAs) mapped correctly to the *b1TRs* region (Fig 2B). This data indicates that AGO104 from *Mm* (*B’*) binds 24-nt siRNAs that are produced from the *b1TR*. 

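In the 7 repeats, alignments of all lengths numbered 32 in each Mm library, and 14 and 37 in the mm libraries. The pooled ratio of mm over Mm, per alignment on chromosome 2, was 0.884 (95% exact confidence interval 0.600 to 1.30). Which aligned length holds the 24-nt reads is not known, so counts are given at 19 and at 20 bases. Alignments of 19 bases numbered 12 and 4 in the Mm libraries and 1 in each mm library. Per 1000000 alignments, these are 7.71 (95% exact Poisson interval 3.99 to 13.5) and 2.82 (0.769 to 7.22) in Mm, and 1.07 (0.0270 to 5.95) and 0.574 (0.0145 to 3.20) in mm. The pooled ratio was 0.139 (0.0155 to 0.590). Alignments of 20 bases numbered 5 and 1 in Mm, and 0 and 1 in mm, where a count of 0 (a limit of 3 counts) allows up to 3.20 per 1000000 alignments. A difference was not detectable at this depth (pooled ratio 0.185, 0.00402 to 1.52). The intervals cover counting error only and take each alignment as independent, which does not hold in a repeat, since a read that matches several units may have been placed in more than one. The 16 alignments of 19 bases in Mm began at 5 places within the unit in replicate 1 and at 2 in replicate 2, where starts up to 5 bases apart count as one place, and those in mm at 1 place in each library. With each place counted once per library, the pooled ratio was 0.317 (0.0321 to 1.67), so that the difference between mm and Mm was not detectable at this depth. The ratio of the mean values per 1000000 alignments was 0.156, and 0.291 without Mm replicate 1. It moved most, to 0.374, when each start was counted once. Both mm libraries were below both Mm libraries (two-sided exact permutation test, p = 0.333).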

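Coverage of the repeats was 21.3 ± 0.520 scaled units (SD, n = 2) in Mm, 17.7 ± 4.47 in mm and 8.92 ± 2.04 in B73. The ratio of mm over Mm was 0.834, within the spread of the mm libraries. The repeats had 478 and 367 covered bases in the Mm libraries, and 207 and 251 in the mm libraries, a ratio of 0.542. Per 1000000 covered bases of the library, the ratio was 1.46, because the mm libraries cover fewer bases of the whole chromosome (ratio 0.383). Alignments of 17 bases, the most abundant length in mm, numbered 3 and 13 in the Mm libraries and 10 and 18 in the mm libraries. The ratio of their mean values per 1000000 alignments was 1.89, and a single library decides its size: it was 5.45 without Mm replicate 2 and 1.15 without Mm replicate 1. Of these alignments, 22 of 28 in mm and 12 of 16 in Mm began at one place, bases 687 to 692 of the unit as located here. As a part of all 17-base alignments on the chromosome, those in the repeats had a ratio of mm over Mm of 1.08. In B73, the repeats held 7 and 13 alignments of 19 bases, and 0 and 16 of 17 bases, where a count of 0 (3 counts) allows up to 1.08 per 1000000 alignments. From 24-nt small RNAs that mapped to the b1TRs in Mm and failed to do so in mm, the paper concludes that AGO104 binds siRNAs produced from the repeats. It also has evidence apart from sequencing: stem-loop PCR of the R3 siRNA from AGO104 immunoprecipitates, with a primer made to match b1TR siRNAs.

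**Figure D2:**
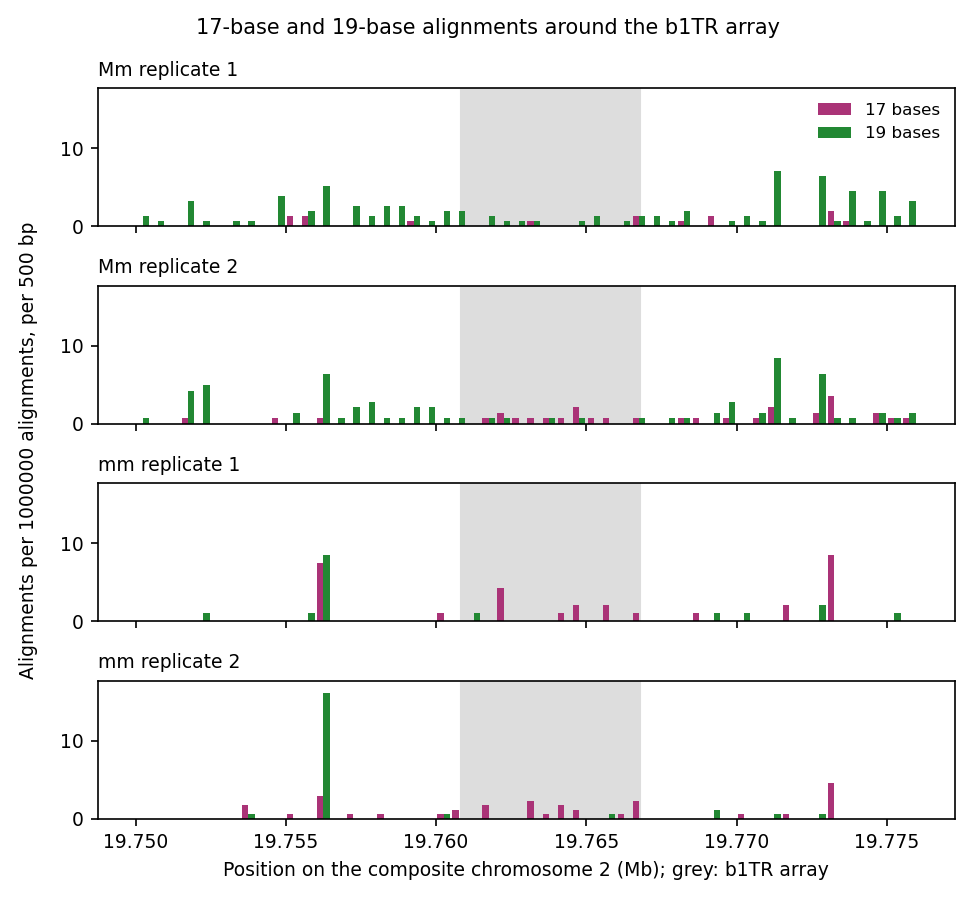
Alignments of 17 and 19 bases per 1000000 alignments, in steps of 500 bp along the tables' chromosome 2, in the Mm and mm libraries; the grey band is the b1TR array. Bars stand for alignments and not for reads. In the band, Mm replicate 1 has 12 alignments of 19 bases, Mm replicate 2 has 4 and each mm library has 1.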

Our results support well the conclusion that AGO104 is a strong candidate factor for paramutation.

### *ago104-5* mutation disrupts paramutation at the b1 locus

While *B’* paramutagenic epialleles are highly stable, naïve *B-I* paramutable epialleles are unstable and can spontaneously change into *B’* with a wide range of frequencies (from 0.1 up to > 50%) depending on the genetic background [9, 16]. To avoid such instability and to ensure that the anthocyanin biosynthesis pathway is functional in the genetic background used, we took advantage of the *mop1-1* mutation properties that do not alter the *B’* paramutated status but causes a *B-I* dark purple phenotype in homozygous (*mm)* plants, hereafter identified as *B-I like*. Both *B’* and *B-I like* phenotypes are predictable and easily trackable. Paramutagenicity and phenotypes of *mm* (*B-I like*) plants were extensively studied upon crossing with plants carrying neutral *b* alleles and with *Mm* (*B’*) plants and both progenies always resulted lightly pigmented *B’* [12, 28]. We rationalized that depleting AGO104 in this *B’* progeny would ensure the stability of a functional anthocyanin pathway and allow to determine the role of AGO104 in paramutation, i.e. does AGO104 loss of function allow the reversion of *B’* epialleles to *B-I like* or *B-I* epialleles?

To achieve this, we selected *ago104-5*, a Mutator-induced allele previously characterized as a dominant knockout allele creating defects during female meiosis and apomixis-like phenotypes [34] and available in the B73 background that carries a neutral *b* allele [37]. To combine the *ago104-5* mutation and the *mop1-1* mutation and generate a reverse genetics population, we first crossed *mm* plants (dark purple, *B-I like*) with *ago104-5* (*aa*) plants (green, neutral *b*) (Fig 3). We then backcrossed F1s (*Mm;Aa*) to the *mm* mutant (Fig 3) and generated progenies either functional (*Mm*) or deficient (*mm*) for 24-nt siRNA biogenesis. Previous reports for crosses between *Mm* plants (*B’*) and B73 plants (same genetic background as *ago104-5*, *b* allele) indicate no significant effect on plant pigmentation [38, 39]. This strongly suggests that the B73 genome does not harbor factors affecting *B’* expression. As the *mop1-1* mutation is recessive and assuming that the ago104-5 mutation is dominant as shown by Singh et al (2011), the *Mm* individuals represent the population of interest for our study as we anticipate the recovery of plants with a functional RdDM pathway (*Mm;AA*) and plants defective for the RdDM effector complex (*Mm;Aa*). We genotyped all produced plants at both the *mop1* locus and the *ago104* locus and evaluated stem pigmentation at 46 and 56 days post-seeding (dps). Finally, to control environmental effects, we also evaluated stem pigmentation of both *Mm* (*B’)* and *mm* (*B-I like*) plants derived from stocks segregating the *mop1-1* allele only.

**Fig 3:**
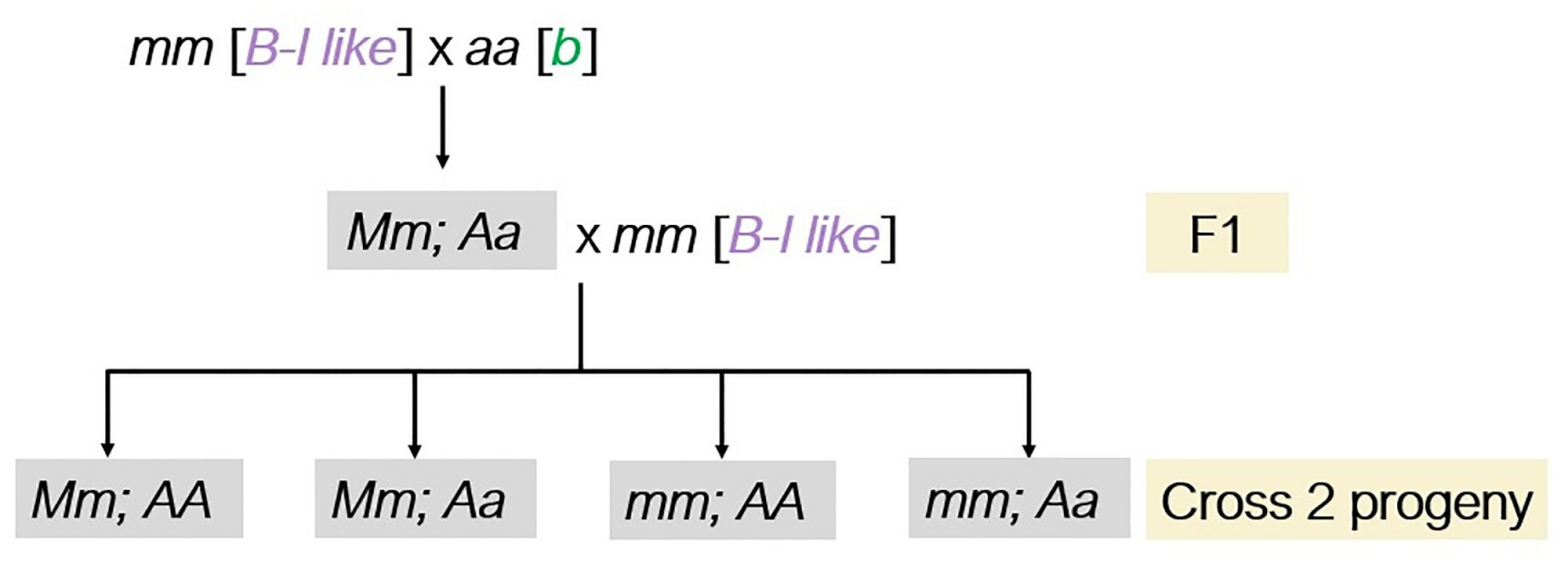
Crossing scheme used for a reverse genetic screen designed to investigate AGO104 contribution to paramutation. Alleles in genotype descriptions are as follows: *M*: *mop1; m*: *mop1-1; A*: *ago104; a*: *ago104-5; b*: neutral *b1* allele; *B-I like*: epiallele from a *mm* plant. Pigmentation phenotypes are indicated in squared brackets.

As expected from previous works using control plants (segregating the *mop1-1* allele only) [12, 28], all *mm* plants (*B-I like*, n>25) were dark purple at 46 and 56 days post seeding (dps), while all *Mm* plants (*B’*, n>25) were lightly pigmented (Fig 4A and 4B). Similarly, *mm* progeny from cross 2 (*B-I like*, n = 13) all displayed the same dark purple phenotype as seen in control *mm* plants and regardless of the *ago104* genotype (Fig 4C). Since MOP1 acts upstream of AGO104 in RdDM, this indicates that AGO104 unlikely contributes to paramutation through another, yet unknown, mechanism. Interestingly, both F1 plants and *Mm* progenies derived from cross 2 (n = 14 and n = 23, respectively) displayed a new phenotype with increasing levels of stem pigmentation between 46 and 56 dps, therefore suggesting gradual reversion of the *B’* allele to a paramutable state (Fig 4A). Interestingly, contrary to the canonical *B-I like* phenotype in *mm* plants, stem nodes typically lacked pigmentation (Fig 4A), indicating that *B’* paramutagenicity is likely maintained in this tissue. These observations are coherent with the dominance of the *ago104-5* mutation. Plants with this intermediate stem pigmentation midway between the typical *B’* and *B-I* stem pigmentations as well as a weak node pigmentation were classified as displaying “intermediate pigmentation”. Plants that displayed a dark purple stem and dark node pigmentation were classified as “dark purple”. Plants that displayed weak or no stem and node pigmentation were classified as “light purple”. Detailed analysis in *Mm* plants from cross 2 (n = 23, F1 plants were not formally evaluated) revealed that, at 46 dps, 30% (n = 7) of plants showed a typical light phenotype, while the remaining plants (n = 16) exhibited a partially reverted paramutation phenotype with intermediate levels of pigmentation and nodes lacking pigmentation (Fig 4A–4C). Pigmentation turned darker over time in all *Mm* progenies, none of which exhibiting at 56 dps the lightly pigmented stem typical of *B’* plants. At this stage, 52% of the progeny (n = 12) reached an intensity similar to that conferred by the *B-I like* epiallele in *mm* mutants, and the remaining plants (n = 11) reached intermediate pigmentation levels (Fig 4C).

**Fig 4:**
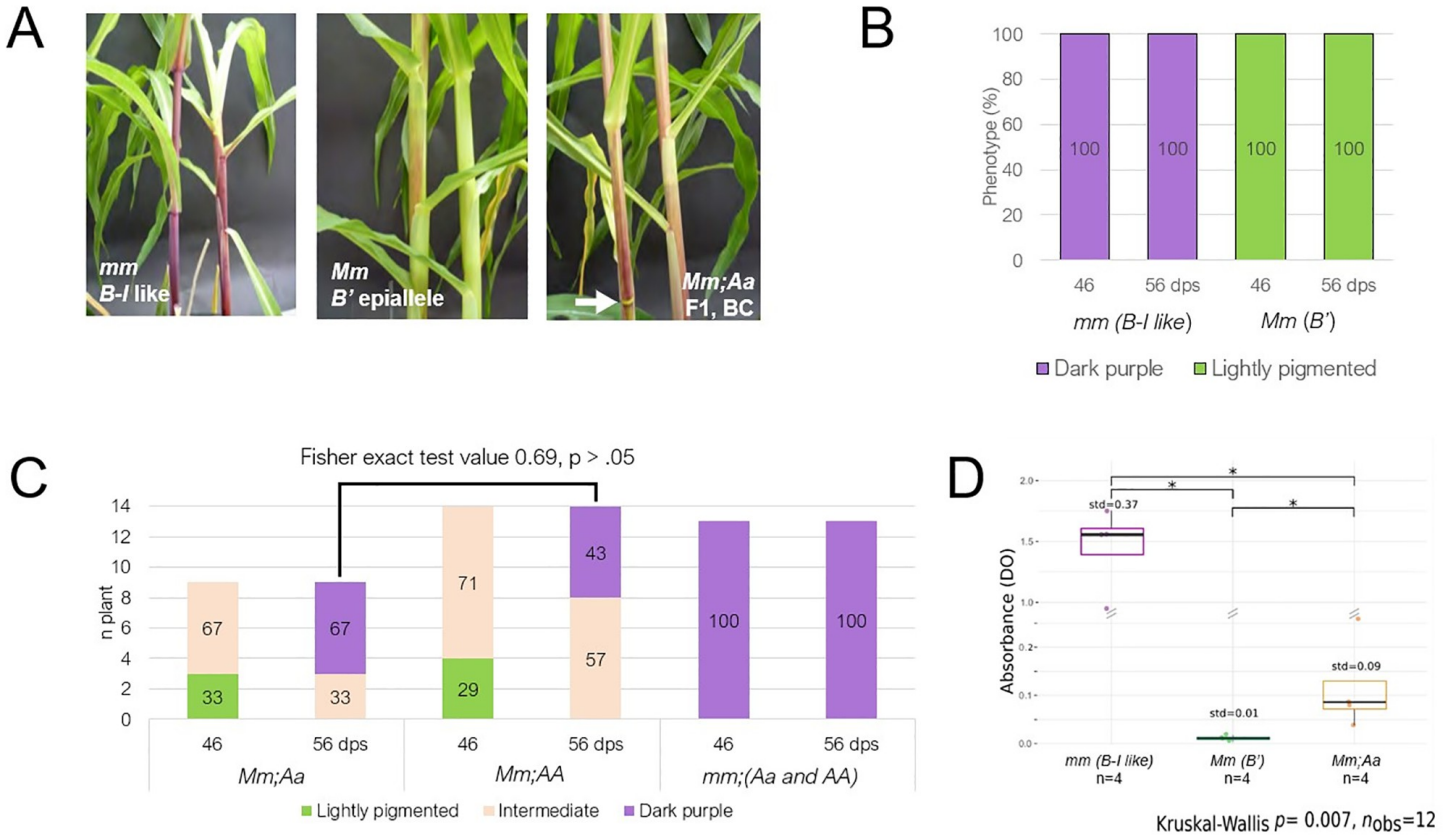
Pigmentation phenotypes observed at 46 and 56 days post seedling (dps). **A**) Pictures of stem phenotypes at 46 dps in (left-to-right): *mm* control plants (*B-I like*, dark purple pigmentation); *Mm* control plants (*B’*, light pigmentation); *Mm;Aa* cross 2 progenies (intermediate pigmentation). The white arrow indicates a typical unpigmented node. **B and C**) Pigmentation phenotypes in control plants (with n > 25 for each control) and in cross 2 progenies, respectively. Numbers in bars are percentages. **D)** Absorbance at 550 nm of anthocyanins extracted using 1 g of stem tissue from 56 dps plants. std is the standard deviation. y axis scale is shown at .05 intervals between 0 < DO < 0.25 and 0.25 intervals between 1 < DO < 2.

### *ago104-5* mutation alters B’ paramutation when transmitted through meiosis

Our genetic screening revealed that the *Aa* genotypic condition causes a third phenotype marked by intermediate levels of pigmentation and different, at least visually, from the two hallmark phenotypes of paramutation at *b1* (see control plants in Fig 4B). To further this observation, we quantified anthocyanins by spectrophotometry in extracts obtained from stem tissues collected at 56 dps from plants with dark purple pigmentation (*mm*, *B-I like*), light pigmentation (*Mm*, *B’*), as well as intermediate levels of stem pigmentation (*Mm;Aa* progeny from cross 2). Both Kruskal-Wallis test (p = .007) and multiple pairwise comparison test (p = .029) indicated significant differences in pigment quantification among the three classes (Fig 4D). These findings validate the existence of three different *b1* paramutation phenotypes. It suggests that a gradual release of *B’* silencing allowed an increasing in anthocyanin production for all progenies, without however reaching the levels observed for *B-I like* in the *mop1-1* condition.

*Mm* progenies used here varied for the *Ago104* genotype, and *AA*:*Aa* followed the expected 1:1 ratio (Chi2 value 1.09, p < .05). The number of plants in each pigmentation group (dark purple, light purple and intermediate) between *Mm;Aa* and *Mm;AA* at 56 dps in the progeny of cross 2 do not significantly differ (Fisher exact test value 0.69, p > .05; see Fig 4 for category numbers). In other words, the intermediate phenotype identified in the *Mm* progeny from cross 2 happens with similar proportions in *Aa* and *AA* plants in the progeny of cross 2, which was not expected as *AA* plants do not carry the *ago104-5* mutation. This suggests that AGO104 deficiency either induces a parental effect on progeny pigmentation or heritably releases silencing of *B’* epialleles. Therefore, mutation of *ago104* alters the paramutation state of *B’* epialleles when transmitted through meiosis.

## Discussion

Based on sequence similarities previously reported [34], we argue that *ago104* in maize encodes a functional ortholog of *AtAGO9*, an assumption strongly supported by our analysis of small RNAs co-immunoprecipitated with AGO104. In particular, we show that AGO104 preferentially recruits 24-nt small RNAs, including those generated from *b1TR*s and involved in paramutation [25].

As previously shown, several “alternative” RdDM pathways enable the synthesis of 24-nt siRNAs without the involvement of RDR2/MOP1 in both *A*. *thaliana* [40] and maize [35, 41]. However, the production of 24-nt small RNAs in the *mop1-1* mutant is partially replaced by 22-nt small RNAs [35]. This supports our results by which AGO104 proteins in *mop1-1* mutant did not carry 24-nt siRNAs, and loaded preferentially 22-nt RNAs (Fig 2A). A possible explanation for this might be that the 22-nt small RNAs in *mop1-1* mutant contribute to rescue AGO104, but they do not mediate paramutation at the *b1* locus.

Our reverse genetic screening performed on *ago104-5* mutants broaden our understanding of AGO104 involvement in paramutation. Paramutation at the *b1* locus involves the *B-I* and *B’* epialleles, respectively associated with the typical intense and light plant pigmentation [42]. Here, our reverse genetics approach combining *ago104-5* and *mop1-1* mutations unveiled an intermediate pigmentation phenotype that turns darker over time (Fig 4C). However, although pigmentation in these plants seems to reach that of *mm* plants at 56 dps, quantification using spectrophotometry showed that *mm* plants produce higher levels of anthocyanins. Previous description of the *mop2* mutant also reported pigmentation changes over time that never reaches *mm* plants levels [16]. Both *mop2* and *mop1* mutants alter siRNAs production and potentially have effects beyond those resulting from RdDM downregulation (reviewed in [40]). In contrast, *ago104* mutations perturb RdDM targeting but not 24-nt siRNA production nor their possible contribution to paramutation through other regulatory mechanisms (reviewed in [32]).

Interestingly, all *Mm* plants (F1s and cross 2 progeny) displayed the same intermediate phenotype, demonstrating that AGO104 is an effector of paramutation and suggesting that the *ago104-5* mutation does not allow a complete reversion to the *B-I* dark purple phenotype. Other AGO proteins, such as AGO105 and AGO119, may complement AGO104 loss of function by restoring silencing at *b1* through *b1TR* siRNAs loading and, thus, preventing the full reversion to the *B-I* phenotype. Furthermore, both F1 plants and their *Mm;AA* progeny displayed an intermediate phenotype, suggesting that the *ago104-5* mutation alters the *B’* paramutation state through meiosis, and disrupts the heritability of paramutation at the *b1* locus. Such reversion of paramutation was previously described at the *Pl’* allele in the *mop1-1* mutant [28]. It is worth noting that the RMR7/MOP2 subunit of both POL IV and POL V is required for paramutation, although POL V is not involved in the phenomenon [16, 31]. Therefore, it is possible that AGO104 might be involved in paramutation independently of RdDM, through an yet-unknown pathway responsible for DNA methylation.

Consistent with our results of RNA-IP, previous studies have demonstrated that AGO104 is located exclusively in reproductive tissues (i.e. female and male meiocytes, egg cells, and embryos) [34], where paramutation is at least partly established [9–11]. Interestingly, *b1* is expressed in somatic tissues only [8, 37], where maintenance of paramutation takes place and where AGO104 is not expressed. Hence, AGO104 is probably involved in the establishment rather than the maintenance of paramutation. Interestingly, we observed green nodes in *Mm* progeny from cross 2 with intermediate levels of stem pigmentation. No previous research has been conducted to study the specific behaviour of meristematic tissues in paramutation, but the expression of developmental regulatory genes in maize is most often controlled by regulators of paramutation such as MOP1 and RMR6/MOP2 [28, 29, 43]. Therefore, it is possible that meristematic tissues possess backup mechanisms to regulate their development and, at the same time, can establish paramutation contrary to somatic tissues.

In this study, we demonstrated that AGO104 binds RdDM-associated 24-nt siRNAs in maize. We also confirmed that AGO104 binds paramutation-associated siRNAs by sequencing small RNAs loaded onto AGO104, and our reverse genetic approach validated the functional role of AGO104 in paramutation at the *b1* locus. AGO104 is involved in the establishment of paramutation in the reproductive tissues of maize, most likely through its function in the effector complex of the RdDM pathway. While other AGO proteins might play similar functions in RdDM and paramutation, our findings shed new light on the mechanisms mediating both the establishment and the transmission of paramutation in maize.

## Materials and methods

### Plant material

The B73 inbred line was provided by the Maize Genetics Cooperation Stock Center (University of Illinois, Urbana/Champaign, USA). The Trait Utility System for Corn (TUSC) at Pioneer Hi-Breed (Johnston, Illinois, USA) provided *ago104-5* stocks and V.L. Chandler (University of Arizona, Tucson, AZ, USA) provided the *mop1-1* mutant in the *B’* genetic background. Plants were grown in a greenhouse at the French National Research Institute for Sustainable Development in Montpellier, France, with 14 hours day light (26°C during the day, 20°C at night). For all these plants, inflorescences were partially dissected to evaluate pollen developmental stages with a Zeiss confocal microscope. We snap froze and stored at -80°C both inflorescences collected at sporogenesis and gametogenesis stages (respectively, immature and mature inflorescences), and pollen during sporogenesis (immature pollen). Ears at sporogenesis and at gametogenesis were selected based on their length (3 to 5 cm of length for immature ears and > 5 cm for mature ears) and the presence of silks, and were immediately snap frozen in liquid nitrogen and stored at -80°C.

### Genotyping

Total genomic DNA was extracted from seedling tissues using a standard CTAB procedure. After quality check for integrity and quality, DNA concentration was quantified using a NanoDrop spectrophotometer. Genotyping was performed by PCR using 20 μl reactions containing 200 ng DNA, 1 μL of 10 μM of forward and reverse primers (see S3 Table) and Quick-Load Taq 2X Master Mix (NewEngland Biolabs). For amplifications, sample preparations were denatured for 3 min at 95°C and subjected to 35 cycles as follows: 15 s at 95°C for denaturation, 15 s at 55°C for annealing and, 60 s and 165 s extension at 68°C for *mop1-1* and *ago104-5*, respectively. Amplification products were loaded in 1.5% agarose gels, electrophorized at 100 V for 20 min and visualized by ethidium bromide staining.

### Small-RNA immunoprecipitation

Protocols were adapted from [25] using two biological replicates per genotype. Tissues were grinded with liquid nitrogen and a Dounce homogenizer. Resulting powder was placed in a Falcon tube with 3 volumes of extraction buffer (20 mM Tris HCL pH 7.5, 5 mM MgCl_2_, 300 mM NaCl, 0.1% NP-40, 5 mM DTT, 1% protease inhibitor (Roche Tablet), 100 units/mL RNase-OUT (Invitrogen). Samples were vortexed, kept on ice 30 min with continuous shaking, and centrifuged for 20 min at 4°C (4000 rpm). Supernatant was filtered through a 0.45 μm filter into a new Falcon tube and 1 mL was aliquoted and stored at -20°C as a pre-experiment input sample. We generated 2 mL aliquots from the remaining samples and added 5 μg of antibodies per gram of tissue. 20 μL of prepared Dynabeads (Life technologies) magnetic beads (ie, washed 3 times in wash buffer (20 mM Tris HCL pH 7.5, 5 mM MgCl_2_, 300 mM NaCl, 0.1% NP-40, 1% protease inhibitor, 100 units/mL RNase OUT), were added to each sample. After 2 h incubation on a rotation wheel at 4°C, the beads were washed 3 times and resuspended in 500 μL of washing buffer. The washing buffer was then discarded and replaced by 250 μL of elution buffer prepared according to [44] (100 mM NaHCO3, 1% SDS, 100 units/mL RNase OUT (Invitrogen) in 0.1% DEPC water), and the tubes were incubated 15 min at 65°C with agitation. Supernatant was transferred to fresh tubes and elution was repeated once. The two eluates were finally combined. Samples were treated with 0.08 μg/μL proteinase K for 15 min at 50°C. RNA was extracted following the recommendations from Applied Biosystems for TRI Reagent^®^ Solution, starting by adding 1.2 mL of TRI Reagent to the samples. Stem loop PCR small RNAs extracted from RNA-IPs were treated with DNase to remove potential DNA contamination using the TURBO DNA-free kit (AM1907, Ambion Life Technologies). DNA-free samples, 50 μM of stem-loop primers (listed in S2 Table), 10 mM of dNTP and nuclease-free water were mixed to reach a final volume of 13 μL. Stem-loop reverse transcription was performed following the recommendations from [45] and the resulting double-stranded cDNAs were used for PCR. 1 μL of cDNA was mixed with Red Taq 2x (Promega), and 0,25 μM of universal reverse primer (complementary to the stem loop one) and a specific forward primer designed to match the *b1TR* siRNAs. 20 μL reactions were denatured for 2 min at 94°C, and went through 40 cycles of 15 s at 94°C and 1 min at 60°C. Product visualization was performed by electrophoresis into 2% agarose gels (Lonza) in TBE 0.5X supplemented with 0.5 μg/mL BET for 40 min at 100 V. The Promega 100bp DNA Ladder Molecular Weight Marker was used. To verify cDNAs derived from *b1TR* siRNAs, amplified products were recovered from the gel using the QIAquick gel extraction kit (QIAGEN) and cloned in DH5α competent cells (Invitrogen) using the pGEM-T Easy Vector Systems protocol (Promega) and an LB-ampicillin selective medium. Colonies were genotyped using the T7/SP6 primers (Promega). Plasmids from selected colonies were isolated using the QIAprep Spin Miniprep Kit (QIAGEN) and sequenced (Beckman Coulter Genomics, Inc., UK).

### Small RNA sequencing

Small RNAs extracted from RNA-IPs were migrated on a 1.5% agarose gel and recovered from the corresponding bands using the Monarch DNA Gel Extraction kit (NEB #T1020 New England Biolab). RNA samples were used to prepare libraries using the NEBNext Multiplex Small RNA Library Prep Set (NEB #E7300S New England Biolab). The final PCR enrichment was performed using 15 cycles. Samples were quantified with Qubit and Agilent Bioanalyzer using the DNA high-sensitivity assays and sequenced on a NextSeq550 machine at the CSHL Genome Center.

### Small RNA seq analysis

Raw reads were cleaned up using Trimmomatic (Version 0.38) with the following parameters 2:30:5 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:15 MAXLEN:35. Cleaned reads were first aligned (up to two mismatches allowed) to the maize reference genome B73 version 5 using Bowtie 1 (Version 1.2.2) with the—best -k 2 options for multiple mapping (only two valid alignment are reported and the best one is reported). Mapped reads coverage into 0.5 Mb genome windows was generated using the coverage utility of the Bedtools suite [46]. For a better resolution, reads were also aligned (up to two mismatches allowed) to the *b1TRs* and their 100-kb flanks using Bowtie 1 (Version 1.2.2) with -m 7—strata—best options for multiple mapping (reads with more than 7 alignments reported were discarded). They were intersected into 50-bp genome windows using Bedtools coverage.

### Quantification of plant pigmentation

Adapting a protocol from [47], we collected and froze stem tissue from the seventh leaf of plants at 56 days post-seeding (dps) with light stem pigmentation (heterozygous *mop1-1*), intermediate stem pigmentation (plants from cross 2) and dark purple stem pigmentation (homozygous *mop1-1*). 1 g of tissues was grinded in liquid nitrogen and incubated in 30 mL of methanol:water (70:30) for 24 h at 4°C. Tubes were then centrifugated at 5,000 g for 30 min, and the supernatant was collected and centrifugated for 10 more minutes. Supernatant was then assessed for absorbance at 550 nm. Differences in absorbance between the 3 phenotypes was tested using the Kruskal-Wallis test and a multiple pairwise comparison test. For plants at 46 dps, light, intermediate and dark purple stem pigmentation was estimated visually, using the recognizable green area around nodes (which is not observed in *mop1-1*).

## Supporting information

S1 Fig siRNA chromosome coverage on the B73 reference genome (version 5). siRNAs were extracted from AGO104 IPs in immature ears of three genetic backgrounds (B73, *Mm* and *mm*) with 2 technical and biological repeats. Reads were normalized in each sample using the TPM procedure. Colored highlights are the positions of the centromeres and the four known paramutation loci in maize (*p1* on chromosome 1, *b1* on chromosome 2, *pl1* on chromosome 6 and *r1* on chromosome 10).
(DOCX) Click here for additional data file.

S2 Fig Full unedited digital image of the stem loop gel before cropping of irrelevant parts. Dotted boxes show the panels used in Fig 1b. Arrows indicate the expected 67-bp band.
(DOCX) Click here for additional data file.

S1 Table AGO104 antibody characteristics. (DOCX) Click here for additional data file.

S2 Table Primer sequences used for siRNA stem loop PCR. (DOCX) Click here for additional data file.

S3 Table Primer sequences used for genotyping. The *Mutator* primer was associated with the Forward primers.
(DOCX) Click here for additional data file.

# Supplementary material for: AGO104 is a RdDM effector of paramutation at the maize b1 locus
**Source:** PLoS One. 2022 Aug 30;17(8):e0273695. doi: 10.1371/journal.pone.0273695
**Supplement:** S1 Fig — siRNAs were extracted from AGO104 IPs in immature ears of three genetic backgrounds (B73, Mm and mm) with 2 technical and biological repeats. Reads were normalized in each sample using the TPM procedure. Colored highlights are the positions of the centromeres and the four known paramutation loci in maize (p1 on chromosome 1, b1 on chromosome 2, pl1 on chromosome 6 and r1 on chromosome 10).

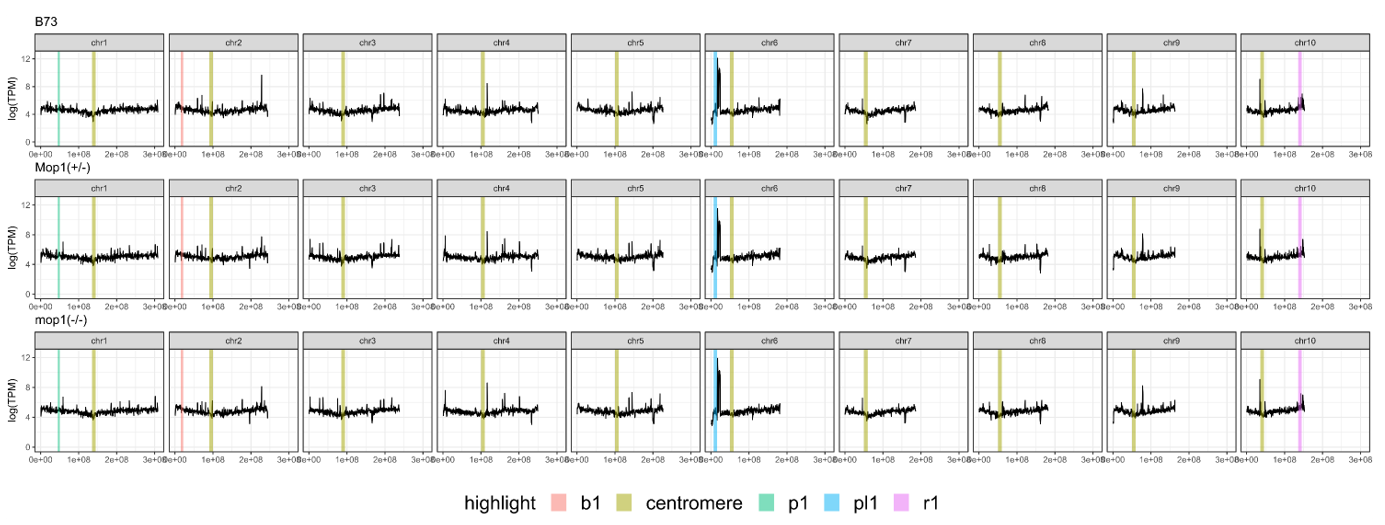

**Figure S1** siRNA chromosome coverage on the B73 reference genome (version 5).

siRNAs were extracted from AGO104 IPs in immature ears of three genetic backgrounds (B73, *Mm* and *mm*) with 2 technical and biological repeats. Reads were normalized in each sample using the TPM procedure. Colored highlights are the positions of the centromeres and the four known paramutation loci in maize (*p1* on chromosome 1, *b1* on chromosome 2, *pl1* on chromosome 6 and *r1* on chromosome 10).

# Supplementary material for: AGO104 is a RdDM effector of paramutation at the maize b1 locus
**Source:** PLoS One. 2022 Aug 30;17(8):e0273695. doi: 10.1371/journal.pone.0273695
**Supplement:** S2 Fig — Dotted boxes show the panels used in Fig 1b. Arrows indicate the expected 67-bp band.

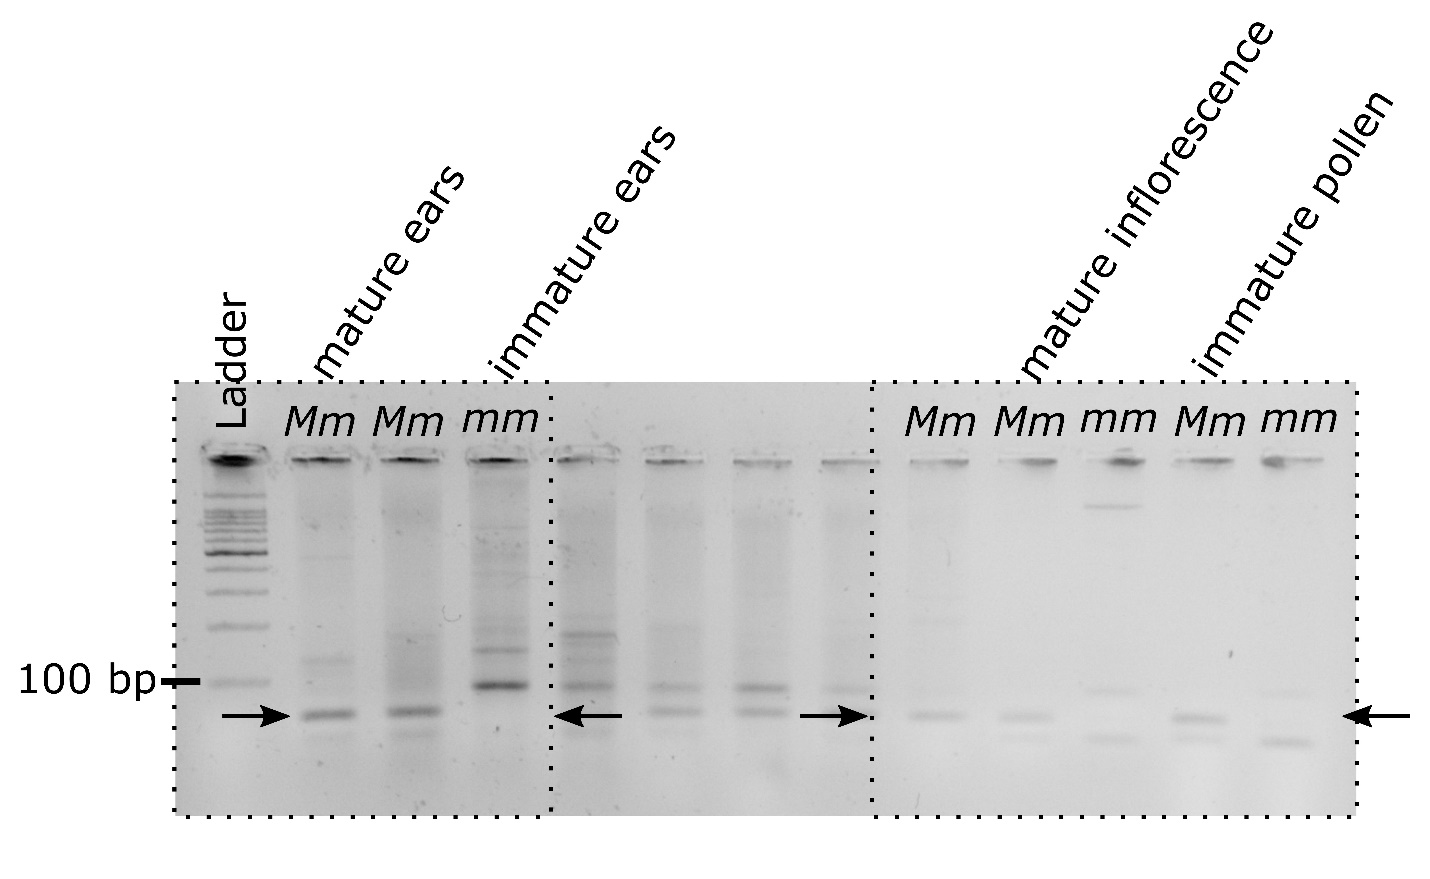
**Fig. S2** Full unedited digital image of the stem loop gel before cropping of irrelevant parts. Dotted boxes show the panels used in Fig 1b. Arrows indicate the expected 67-bp band.

# Supplementary material for: AGO104 is a RdDM effector of paramutation at the maize b1 locus
**Source:** PLoS One. 2022 Aug 30;17(8):e0273695. doi: 10.1371/journal.pone.0273695
**Supplement:** S1 Table

**Table S1** AGO104 antibody characteristics.

| Target protein | Target peptide | Peptide position | Organism |
| --- | --- | --- | --- |
| AGO104 | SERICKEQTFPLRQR | 326-341 | Rabbit |

# Supplementary material for: AGO104 is a RdDM effector of paramutation at the maize b1 locus
**Source:** PLoS One. 2022 Aug 30;17(8):e0273695. doi: 10.1371/journal.pone.0273695
**Supplement:** S2 Table

**Table S2** Primer sequences used for R3 siRNA stem loop PCR.

| siRNA sequence | Size (nt) | Stem loop primer | TM | Forward primer | TM |
| --- | --- | --- | --- | --- | --- |
| ATGATTTGTGGGTCCGATGGCATA | 24 | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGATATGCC | 73 | TGCCGATGATTTGTGGGTCC | 59 |

# Supplementary material for: AGO104 is a RdDM effector of paramutation at the maize b1 locus
**Source:** PLoS One. 2022 Aug 30;17(8):e0273695. doi: 10.1371/journal.pone.0273695
**Supplement:** S3 Table — The Mutator primer was associated with the Forward primers.

**Table S3** Primer sequences used for genotyping. The *Mutator* primer was associated with the Forward primers.

|  | Forward | Reverse | Mutator |
| --- | --- | --- | --- |
| *mop1-1* | TCTCCACCGCCCACTTGAT | ATGGCCAGCAGGGTGTCGCAGAT | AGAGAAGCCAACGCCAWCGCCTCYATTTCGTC |
| *ago104-5* | TGTCTCCTGTATCAACGGGGTGGTC | CTATACCAGGCCTGTCAATCAGTAATCTC |  |

How the deposited data were processed for this re-analysis (not part of the article)

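Small RNAs recovered by immunoprecipitation of AGO104 were sequenced from 2 biological replicates each of B73, Mm and mm. The series also holds 1 library labelled ago104 and a set of tables named by an antibody, AGO104 or AGO105, and a length class from 21 to 25. The paper reports on neither.

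The authors deposited coverage: the depth of aligned reads over each interval, as whole numbers of at least 1, with uncovered intervals left out and no scaling to library size. According to the paper, the authors trimmed the reads with Trimmomatic and aligned them with Bowtie, allowing mismatches, either to the B73 genome or, for the b1TRs, to a composite with the B’ repeats. The paper does not say which alignment the tables of the libraries hold. They cover chromosome 2 alone, and genes beyond b1 lie 7855 bp further along than in version 5, so they were read as a composite chromosome. The tables named by a length class follow another build, which is not stated, and their genotype and number of libraries are not stated either, so they were not joined to the libraries.

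Depth ran from 936656 alignments on chromosome 2 in mm replicate 1 to 4431623 in B73 replicate 2, and was 20104173 in the ago104 library. Starts and ends of alignments were taken from the rises and falls of the depth and paired in order, which put at least 91.7% of the alignments of each library between 16 and 21 bases. Isolated intervals, which need no pairing, served for the shares of each length. Both steps were run on simulated data, where the length of an isolated interval is right by construction. Whether isolated intervals stand for all alignments was not tested. In B73, 19 bases made up 39.7% of them and 28.5% of paired alignments. Multiple placements of a read cannot be undone from coverage. In the b1TR array they were gauged by the place of each start within the 853-bp unit, where starts up to 5 bases apart were taken as one place. Exact Poisson and Clopper-Pearson intervals at 95% cover counting error only.

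Windows of 0.5 Mb were scaled to a sum of 1000000 coverage units per library, transformed to log2 with a pseudocount of 1, and fitted with limma 3.58.1 under R 4.3.3, with the 3 genotypes in one model, a trend and Benjamini-Hochberg adjustment over the 488 windows at 0.05. Count models were not used, since the values are depths and not read counts. On simulated windows, of which 50 were given a log2 change of 1, the procedure recovered 40, 42 and 46 in the 3 comparisons, with 3, 4 and 3 false calls. The simulation gave all libraries the same spread within a window, from the mean variance of the 3 genotypes. In the data, replicates differed more in B73 than in Mm or mm, with r of 0.787, 0.974 and 0.989 across windows. The simulated recovery and false calls therefore do not carry over to the reported window counts. Shares and ratios were compared with two-sided exact permutation tests. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Genes came from the RefSeq annotation of chromosome 2, with 5872 genes of which 4090 encode proteins, moved by the offset beyond b1. The share near genes covers 2 kb on both sides of protein-coding genes, since strand was not used.

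The windows named are, by a rule set before the data were examined, those of b1 and the 5 largest rises and falls past the threshold whose groups do not overlap, of which the largest are given one by one and the next as a range for mm against Mm. The window comparisons, the correlations, the coverage of the b1 window, its concentration, the share near genes and the shares and overlap of the length-class tables were set before the data were examined. All measures of aligned length, of the b1TR array and of the mop1 gene were chosen afterwards. Alternatives changed the pseudocount, the filter on low windows, the scaling (median ratio over windows, TMM factors, coverage outside the top 1% of windows), the window size (0.1 Mb), the value (covered bases, scaled to their sum in the library), the block and the trend in limma, the genotypes in the fit and the libraries included.

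The p1, pl1 and r1 windows and the ago104 gene were not analysed here, since the libraries' tables cover chromosome 2 alone. The match to the R3 siRNA needs a genome sequence and was not run, and the coverage at loci of the length-class tables would need a common build. The ago104 library was left out of the tests between genotypes because its group has 1 library.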

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

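The tests of the b1TR array and of the library labelled ago104 were chosen after the results were seen; the shares of the length classes were set before the data were examined.

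Alignments of 17 bases in the b1TR array came to a mean of 10.5 per 1000000 alignments in the mm libraries, above the 3.20 and 1.72 that a count of 0 allows (3 counts), at a length whose place in the array the paper does not report. This limit marks only that such alignments are present and tests no difference between genotypes. The mean was 5.55 in Mm and 1.81 in B73, with wide spreads (SD 5.12 and 2.55, n = 2). More 17-base alignments in mm along the whole chromosome may account for the difference from Mm. The array's part of all 17-base alignments had a ratio of mm over Mm of 1.08, but the Mm libraries spread so widely that this and a gain in the array itself cannot be told apart. Reads placed in several repeats also raise the count. By alignment, the pooled ratio was 1.94 (95% exact interval 1.02 to 3.84). With each place within the repeat counted once per library, the mm libraries had 4 and 3 places and the Mm libraries 1 and 2, with a pooled ratio of 2.59 (0.591 to 15.5), so by place a difference was not detectable, and the mm places were at most 1 above the limit of 3 counts. The genotype stays open as an explanation and was not tested apart from these.

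The library labelled ago104, on which the paper does not report, held 3.18 alignments of 19 bases in the b1TR array per 1000000 alignments (95% exact Poisson interval 2.45 to 4.07), from 64 alignments, where a count of 0 would allow 0.149 (3 counts). This marks only that alignments are present. They were not counted by place, and a read placed in several repeats is counted in each. Its allele and zygosity are not given, and it has no replicate. In its isolated stretches, 40.0% were 19 bases long and 14.6% were 17 bases long. Across windows its mean r was 0.942 with Mm, 0.884 with mm and 0.808 with B73, and Spearman's rho 0.921, 0.809 and 0.812. By covered bases, r was 0.911 with Mm, 0.699 with mm and 0.888 with B73, and rho 0.897, 0.707 and 0.908, so which genotype it resembles depends on the measure. The paper gives the B73 background, with the neutral b allele, for its ago104 mutant, and does not link this library to that mutant. One technical question is whether the library has the background of B73, which would bear on its array reads. In 202 bins of 10 kb that were higher in B73 replicate 2 than in Mm replicate 2, 24.8% of its values lay nearer B73, against 81.7% in B73 replicate 1, 4.46% in Mm replicate 1, and 22.3% and 21.8% in the mm libraries. In bins chosen on replicate 1 instead, B73 replicate 2 itself reached only 54.3%, and the ago104 library 20.9%. In bins that were higher in Mm, the ago104 library had 16.1% when they were chosen on replicate 2 and 11.3% on replicate 1, against 89.7% and 45.1% in the B73 library held out. In each of these 4 sets, fewer of its values lay nearer B73 than in the B73 library held out. By covered bases, the bins higher in B73 numbered 35 on replicate 1 and 71 on replicate 2. There, 51.4% and 54.9% of its values lay nearer B73, against 100% in the B73 library held out, 37.1% and 45.1% in the Mm library held out and 65.7% to 73.2% in the mm libraries. The bins higher in Mm by covered bases were too few to use, 11 and 4. Because the measures point both ways and the group has 1 library, with 20104173 alignments a far deeper one, the background of B73 and effects of depth or preparation cannot be told apart. No biological explanation was tested.

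In the tables named AGO105, which the paper does not describe, class 24 made up 39.6% of the reads estimated from coverage, and in those named AGO104 40.7%. The genotype, the number of libraries and the build are not known, there are no replicates and no control tables, and no explanation, technical or biological, was tested.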

How the results depend on the processing

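Alternatives for the array, the aligned lengths and the mop1 gene, the coverage outside structural RNA genes, the division of the length classes by their interval length, and the log2 change of the largest rise and fall of each window comparison with a library left out were chosen after the data had been examined.

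Over 199 alternatives, 7 brought a count down by more than 1.5 times, 26 moved a value by more than its spread and 5 were counted as reversing a direction. The mop1 ratio of 1.01 also fell below 1, to 0.855 without Mm replicate 2 and 0.985 without mm replicate 1. Both stayed within its spread, so they are not among the 5. The other 161 left a count within 1.5 times, a value within its spread, or only the direction. The last applies where an exact permutation test of 2 libraries against 2 cannot pass 0.05. In windows of 0.1 Mb, with 1519, 1539 and 480 of 2435 past the threshold, the share of windows is meant and not the count. These 161 are no measure of stability. Of them, 60 left out 1 of the 2 libraries of a group, after which a difference stays within the SD of its libraries by construction. Held against the SD over pairs of libraries for a ratio, or the standard error for a window, 9 of the 60 moved further: the 17-base ratio in the array to 5.45, its 19-base ratio to 0.291 and the mop1 ratio to 1.24, and, without either B73 library, the log2 changes of 3 windows, to 2.16 and 3.89 from 214500001, to -0.73 and -3.26 from 1000001, both mm against B73, and to -1.47 and -2.26 from 138500001, Mm against B73. Of 29 of this last kind, 12 moved the value by more than the spread of the libraries (for a ratio, the SD over the pairs of an mm and an Mm library), so they do not count as stable. From Mm to mm, the share of 17 bases rose by 12.0 and 13.2 percentage points among paired alignments, with and without the top 1% of windows, in place of 18.5, and that of 19 bases fell by 18.2 and 21.6 in place of 28.2. The share near genes changed by -2.78 within 1 kb, -4.14 outside the top 1% of windows and -3.78 by covered bases, in place of -4.60, and the mop1 ratio was 2.11 by covered bases in place of 1.01. The concentration of coverage and the 19-base ratio in the array, which is also 0.307 as a part of all 19-base alignments and 0.355 by places, are given below.

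In windows of 0.5 Mb, the number past the threshold between mm and Mm lay between 213 (TMM factors) and 382 (only these genotypes in the fit), and from 381 to 382 without either B73 library. Between mm and B73 it lay between 234 and 288. The median log2 change between mm and Mm was 0.015 with median-ratio scaling in place of -0.36. This scaling centres the windows, and TMM factors nearly so. A median near 0 therefore follows from their construction and says nothing about the direction. Covered bases are scaled to their sum and not to a median. With them the median was -0.025, with 111 windows higher and 142 lower in mm, so the one-sided fall depends on the use of depth. Between Mm and B73, the 104 windows became 40 with median-ratio scaling, 43 with TMM factors, 6 with covered bases, 15 with only these genotypes in the fit, 49 without the trend, and from 11 to 12 without either mm library. For covered bases, 91 windows had an unadjusted p under 0.05. The cause of these changes was not tested. The median log2 change between Mm and B73 was -0.0016 with TMM factors, for the same reason. In windows of 0.1 Mb, 1519, 1539 and 480 of 2435 were past the threshold in the 3 comparisons. Pseudocounts of 0.1 and 10 and the filter on a mean of 10 scaled units changed no count, and the filter removed no window, so it tests nothing. The numbers of the replicates do not pair the libraries: the difference between replicates correlated by 0.408 between B73 and Mm, 0.0401 between B73 and mm and -0.00842 between Mm and mm. With the number as a block, 277, 278 and 105 windows were past the threshold.

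The ratio of mm over Mm in the b1 window turned to 0.873 in the 0.1 Mb window of the b1 gene and to 0.927 for covered bases, and that of the b1TR array to 1.46 for covered bases. Values by covered bases are scaled to the covered bases of the library, which had a ratio of 0.383. As plain counts of covered bases, the ratio was 0.356 in the b1 window and 0.542 in the array, so the rise in the array comes from the scaling. For the 0.1 Mb window the cause was not tested. The 19-base ratio in the array stayed below 1 in every alternative, from 0.108 (with 1 kb on each side) to 0.374, and from 0.106 to 0.291 across the 4 values that each left out a library. The 17-base ratio lay from 1.08 to 4.30, and from 1.15 to 5.45 with a library left out. With 2 libraries per group, no permutation test here could pass 0.05, so these say nothing about stability. The concentration of coverage, mm minus Mm, was 5.85 percentage points, and 11.9 in windows of 0.1 Mb.

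The share of class 24 in the AGO104 tables, 40.7%, was 65.1% for covered bases, 49.3% without the top 1% of intervals, 41.2% on the 10 chromosomes alone, 40.0% without chromosome 6, and 40.5% when divided by interval length. The part of its covered bases that was also covered in the AGO105 table was 25.2% for intervals with a depth of at least 2; the cause was not tested.

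Depth limits what the array can show. With 2 alignments of 19 bases in mm, the counts cannot separate a small number from none. Alternatives that need read counts, a genome sequence, a common build for the length-class tables, the strand of genes or other chromosomes of the libraries were not run.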

Differences from the paper's values

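The measures of length and of the array were chosen after the data had been examined, and the window comparisons before.

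In mm, the most abundant length held 2.00 times the mean of 6 lengths among isolated stretches (SD 0.0549, n = 2), where the paper's value is about 1.2 in Fig 2A, read by eye. None of the alternatives set before the data were examined concerned this measure. With all paired alignments of 16 to 21 bases, an alternative chosen after seeing the values, it was 1.70, which is within 1.5 times the paper's. In B73 and Mm the measure was 2.38 and 2.45, against about 1.8 and about 2.3 in the same figure. With all paired alignments it was 1.71 in B73 and 2.17 in Mm, so the distance from the figure depended on the choice of alignments. All of these values cover chromosome 2 alone.

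The paper gives all genotypes a similar coverage at the scale of chromosomes. On chromosome 2, 279 of 488 windows were past the threshold between mm and Mm, 278 between mm and B73 and 104 between Mm and B73, with a mean r of 0.778 between genotypes. The split into higher and lower windows depends on the scaling and on the use of depth or covered bases. No setting that was run brought the counts for mm under 213. The count between Mm and B73 depended on the setting. In windows of 0.5 Mb it lay between 6 (covered bases) and 116 (coverage outside the top 1% of windows).

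The paper states that reads of 24 nt from mm did not map to the b1TRs. Alignments in the array numbered 14 and 37 in the mm libraries over all lengths, 1 and 1 at 19 bases, and 0 and 1 at 20 bases, and the aligned length that holds the 24-nt reads is not known.

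The paper gives one approximate number of cleaned reads for every library. On chromosome 2 alone, the alignments ranged from 936656 to 4431623 over the 6 libraries, which is another measure, since a read can align more than once.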

Other observations

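The tests of the array, the aligned lengths, the microRNA genes and the mop1 gene were chosen after the results were seen; the share near genes and the overlap of the length-class tables were set before the data were examined.

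Alignments of 19 bases in the b1TR array were fewer in mm than in Mm. Scaling by a few high windows of mm is argued against as the cause, since the ratio of mm over Mm was still 0.166 when scaled to the alignments outside the top 1% of windows. Copies of few molecules, or reads placed in several repeats, raise the Mm count. With each place within the repeat counted once per library, the Mm libraries had 5 and 2 places, a sum of 7 of which 6 were different, and the mm libraries 1 each. The interval of the ratio by places per library, 0.0321 to 1.67, includes 1, so this and a lower number of reads in mm cannot be told apart. Wrong pairing of starts and ends cannot be told apart from a real difference either: among isolated stretches the ratio was 0.242, with an SD of 3.48 around a mean of 2.46 in mm and of 5.45 around 10.2 in Mm. The fall of 19-base alignments along the whole chromosome may account for part of the pattern. The array's part of all 19-base alignments had a ratio of 0.307 between the means, with both mm libraries below both Mm libraries (exact permutation test, p = 0.333, the smallest possible). With 2 alignments in mm, the pooled ratio of this part was 0.272 (95% exact interval 0.0303 to 1.16), which leaves open whether the array fell further than the chromosome. The mop1 genotype stays open as the biological explanation and was not tested apart from these.

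The isolated stretches were 16 to 21 bases long in the 7 libraries, ago104 included, apart from at most 0.676% of them that had 32 bases or more, where the paper gives reads of 20 to 25 nt. A candidate explanation is that the reads of 20 to 25 nt were all shortened by one fixed number of bases. The gap to the paper's lengths was 4 at the shortest and at the longest length but 5 at the most abundant length of each genotype, 19 against 24 in B73 and Mm and 17 against 22 in mm, so that one fixed number would not give all of these lengths from reads of 20 to 25 nt. The ends of the range follow from whichever length limits the authors set for the tables, which are not known to be 20 and 25 nt, and the most abundant lengths alone allow a fixed gap of 5, so the explanation stays open. In the microRNA genes of chromosome 2 with at least 20 alignments in a library, chosen after their values were seen, 14 of 17 pairs of gene and library had 16 bases as the most frequent length. In the length-class tables, the most frequent interval length was 19 in class 21 and 22 in class 24 for both antibodies.

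Coverage within 2 kb of protein-coding genes, on 5.39% of the chromosome, was 11.9% ± 0.224 (SD, n = 2) of all coverage in B73, 14.0% ± 0.212 in Mm and 9.42% ± 0.0407 in mm. Both mm libraries were below the other 4 (two-sided exact permutation test, p = 0.0667, the smallest possible). The difference from Mm was -4.60 percentage points, and -2.78 within 1 kb. Among alignments of 19 bases, the share near genes was 12.8% in B73, 15.0% in Mm and 8.81% in mm. Among alignments of 17 bases it was 8.70%, 9.17% and 8.02%, a smaller difference between Mm and mm. The share of coverage in gene bodies was higher in mm, at 15.6%, than in Mm, at 13.5%, and was 16.1% in B73.

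The mop1 gene held 9.53 ± 0.105 scaled units in B73, 11.1 ± 2.89 in Mm and 11.3 ± 0.426 in mm, a difference within the spread of the Mm libraries. The gene had 337 and 189 covered bases in the Mm libraries, and 177 and 232 in the mm libraries, a ratio of 0.778. Scaled to the covered bases of the library the ratio was 2.11, because the mm libraries cover fewer bases.

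Of the bases covered in class 24 of the AGO104 table, 26.6% were also covered in that of AGO105, and 12.4% the other way round. The AGO105 table of this class holds 225172 intervals and the AGO104 table 98921.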
